# Gene expression in Verson’s glands of the fall armyworm suggests their role in molting and immunity

**DOI:** 10.3389/finsc.2023.1124278

**Published:** 2023-02-10

**Authors:** Jinmo Koo, Xien Chen, Subba Reddy Palli

**Keywords:** *Spodoptera frugiperda*, transcriptome, molting fluid, cuticular protein, secretion, antimicrobial peptides

## Abstract

Verson’s glands are segmental pairs of dermal glands attached to the epidermis in lepidopteran larvae. They produce macromolecules during intermolt period and empty them during each molt. Morphological, histochemical, developmental, and protein analysis studies have been conducted to determine the functions of Verson’s glands. However, the exact role of Verson’s glands remains unclear. In our previous study, a strain of transgenic fall armyworm, *Spdoptera frugiperda* expressing green fluorescence protein (GFP) and Systemic RNA interference defective protein 1 (SID1) from *Caenorhabditis elegans* was established to improve RNA interference (RNAi) efficiency. Unexpectedly, we found that GFP fluorescence was significantly brighter in Verson’s glands than in other tissues. Also, RNAi efficiency improved more in Verson’s glands than in other tissues. We took advantage of improved RNAi efficiency to explore the function of Verson’s glands. RNA-seq analysis revealed that genes highly expressed in Verson’s glands code for cuticular proteins, molting fluid proteins, hemolymph proteins, and antimicrobial peptides. Injection of dsRNA targeting essential genes, inhibitor of apoptosis (IAP), Actin, and vacuolar-type ATPase (VATPase) interfered with Verson’s glands growth. These results revealed that Verson’s glands may contribute to hemolymph, cuticle, molting fluid, and immune response during molting. This study also provide useful tools for future research in identifying the physiological role of Verson’s glands in lepidopteran insects.

## 1 Introduction

Verson’s glands (1) are derivatives of dermal cells in the epidermis (2). They occur in pairs located dorsally on each segment, ventrally on each leg, and anal prolegs (3). Verson’s glands contain three cells, a secretory cell, a saccule cell, and a duct cell (4, 5). The secretoty cell takes most of the volume of the Verson’s glands. It produce segment-specific proteins during larval and pupal molts (6). The size of the Verson’s glands correlates with the cycle of larval molt; they grow until molt and shrink after each molt. They reach the maximum size (50-fold increase) during the prepupal stage (7) and undergo programmed cell death after the larval-pupal molt. Synthesis of pupal-specific proteins and growth of Verson’s glands are regulated by juvenile hormones and ecdysteroids (8). The growth of Verson’s glands and the molting cycle are closely aligned, suggesting that Verson’s gland secretions contribute to molting fluid (9). Histochemical studies showed that the acidic sulfated mucopolysaccharide cement layer is secreted by Verson’s glands (4, 10). The fluid content of Verson’s glands has phenoloxidase activity (7). Such activity is also found in molting fluids and contributes to cuticle tanning and immunity. Immune proteins were identified in these glands confirming their antimicrobial function (11). Further studies showed that Verson’s glands secrete these immune proteins into the hemolymph (12). Together, morphological, histochemical, developmental, and proteomics studies implicated Verson’s glands in molting and antimicrobial defense. However, the exact function of Verson’s glands is still not known.

In our previous studies (13), a transgenic *Spodoptera frugiperda* (fall armyworm, FAW) strain expressing green fluorescence protein (GFP) and Systemic RNA interference defective protein 1 (SID1) from *Caenorhabditis elegans* under the control of hr5-IE1 and IE1 promoters, respectively was established (hereinafter referred to as FAW-SID1) to increase the RNA interference (RNAi) efficiency. IE1 promoter drives strong and ubiquitous expression in most insect tissues during all developmental stages (14, 15). Unexpectedly, we found that GFP fluorescence was significantly higher in Verson’s glands compared to that in other tissues. Also, RNAi efficiency was improved more in Verson’s glands compared to other tissues. Distinct GFP fluorescence makes it easier for Verson’s glands to be visualized and dissected, and efficient RNAi response enables gene knockdown studies. RNA-seq analysis was performed to identify genes highly expressed in Verson’s glands. By analyzing the function of the highly expressed genes, we confirmed previous reports on Verson’s glands function in molting and immune response.

## 2 Materials and methods

### 2.1 Transgenic FAW establishment and insect rearing

A transgenic FAW-SID1 line was established as described previously (13). Insects were maintained at 27 ± 1°C, 60 ± 10% RH. Larvae were reared on artificial diet purchased from Southland Product Inc. (Arkansas, USA). Adults were fed on 10% sucrose solution.

### 2.2 Imaging

Nikon SMZ745 stereo microscope (Nikon, Japan) was used to take images. For taking images of tissues mounted on a slide, Olympus IX71 inverted microscope (Olympus Life Science, Japan) was used.

### 2.3 RNA-seq analysis

Verson’s glands were dissected from three different developmental stages of FAW-SID1 (L6 last instar larva, prepupa, and pupa), and total RNA was isolated using Trizol (Molecular Research Center Inc., Cincinnati, OH). The quantity and purity of isolated RNA were determined using the Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific, USA). RNA-seq was done at Beijing Genomics Institute. The quality of RNA samples was checked, and the libraries were prepared and sequenced using BGISEQ-500 NGS platform. The sequences were assembled and analyzed in CLC Genomic Workbench (Version 9.5.9, Qiagen Bioinformatics, Valencia, CA). Raw RNA-seq data were mapped against FAW genome (16), with mapping options; mismatch cost 2, insertion cost 3, deletion cost 3, length fraction 0.8, and similarity fraction 0.8. Transcripts per million (TPM) was calculated to determine the expression levels. To find genes expressed higher in Verson’s glands compared to other tissues, sequence data of FAW fat body, midgut, and epidermis tissues from L6 last instar larva (17) were used. All three samples from different developmental stages (L6 last instar larva, prepupa, and pupa) of Verson’s glands were grouped together as replicates to compare with fat body, midgut, and epidermis samples, respectively. Upregulated genes in Verson’s glands compared to other tissues with FDR adjusted p-value (padj) < 0.01 were selected for further analysis. Gene Ontology identification of identified genes was performed using eggNOG-mapper (18). Gene Ontology enrichment analysis was done in the clusterprofiler package in R using ‘enricher’ function. For KEGG pathway enrichment analysis, the same package was used with ‘enrichKEGG’ function. FAW genes were blast searched in with *Drosophila melanogaster* database and *D. melanogaster* orthologs were used as input for KEGG pathway enrichment analysis. TPM of selected genes was used to generate heatmap using Morpheus (https://software.broadinstitute.org/morpheus/). Venn diagram was made using BioVenn (https://www.biovenn.nl/index.php). The RNA-seq raw data is deposited at GEO repository under the GEO accession number of GSE220983.

### 2.4 dsRNA injection

Total RNA isolated from FAW-SID1 Verson’s glands was used to synthesize cDNA, using M-MLV reverse transcriptase (Invitrogen™). 500 ng of total RNA was mixed with dNTP, random primer, and oligo primer in 13 µl volume. The mixture was incubated at 65°C for 5 min. Then 5X buffer, DTT, and reverse transcriptase were added to make up the total volume to 20 µl. The mixture was incubated at 37°C for 1 hour, followed by 70°C for 15 minutes for enzyme inactivation. Primers (**Table S1**) were designed to amplify fragments of target genes. PCR amplification was conducted in 50 µl reactions containing 5 µM each primer, 25 µl of 2x Taq master mix (NEB) and 2 µl cDNA. PCR conditions used were 95°C for 3 min, followed by 35 cycles of 95°C for 30s, 57°C for 30s and 68°C for 1 min, finishing with an extension step at 68°C for 5 min. PCR products were purified using the QIAquick PCR purification kit (QIAGEN). The purified PCR products were used as templates to synthesize dsRNAs using Megascript T7 RNA synthesis kit (Life Technologies, Carlsbad, CA). Using this method, dsRNA targeting the luciferase (Luc), GFP, inhibitor of apoptosis (IAP), actin, and vacuolar-type ATPase (VATPase) were synthesized. Before injection, FAW-SID1 larvae were immobilized by placing them on the ice for 10 minutes. Two µl containing 4 µg/µl dsRNA was injected into lateral side of abdominal segments of each larva. For injection, aspirator tube assembly fitted with a glass capillary needle was used. To make the glass capillary needle, 3.5” glass capillary tube was pulled by a needle puller (Model P-1000, Sutter Instrument, Novato, CA). After dsRNA injection, larvae were placed on ice for 20 minutes to prevent movement which could lead to leaking out of injected solution. Injected larvae were maintained in individual cups containing artificial diet.

### 2.5 Statistical analysis

To compare the means between two groups (control and treatment), a two-tailed t-test was used. To verify normal distribution of the replicates, Shapiro-Wilk test was performed using a tool from Statistics Kingdom website (https://www.statskingdom.com/shapiro-wilk-test-calculator.html). F-test with p value of 0.05 was used to determine equal variance among the treatment. t-test and F-test was done in Excel Version 2211 (Microsoft).

## 3 Results

### 3.1 Verson’s glands visualized by GFP fluorescence

Transgenic FAW-SID1 showed high GFP fluorescence signal in Verson’s glands, which are visible even through the larval and pupal cuticle from outside (**Figure 1A**). Observation of Verson’s glands at different developmental stages (**Figure 1B**) revealed that Verson’s glands increased in size during the feeding period and decreased in size after molting. The size of Verson’s glands gradually increased as the larva developed and reached the maximum size by the end of larval period (**Figure 1C**). The size changes of the Verson’s glands were mainly accounted by a secretory cell, which takes most of the volume of the Verson’s glands. However, size changes in a saccule cell (indicated by white arrows in **Figure 1C**) was also evident especially in L5 and L6. Verson’s glands are not easily visible under bright light during the feeding stage, but are visible as the gland turn into yellowish color before the molt, especially in L5 and L6 (**Figure 1D**). Verson’s glands undergo programed cell death and disappear by 24 hr after pupation (**Figures 1C, D**).

**Figure 1:**
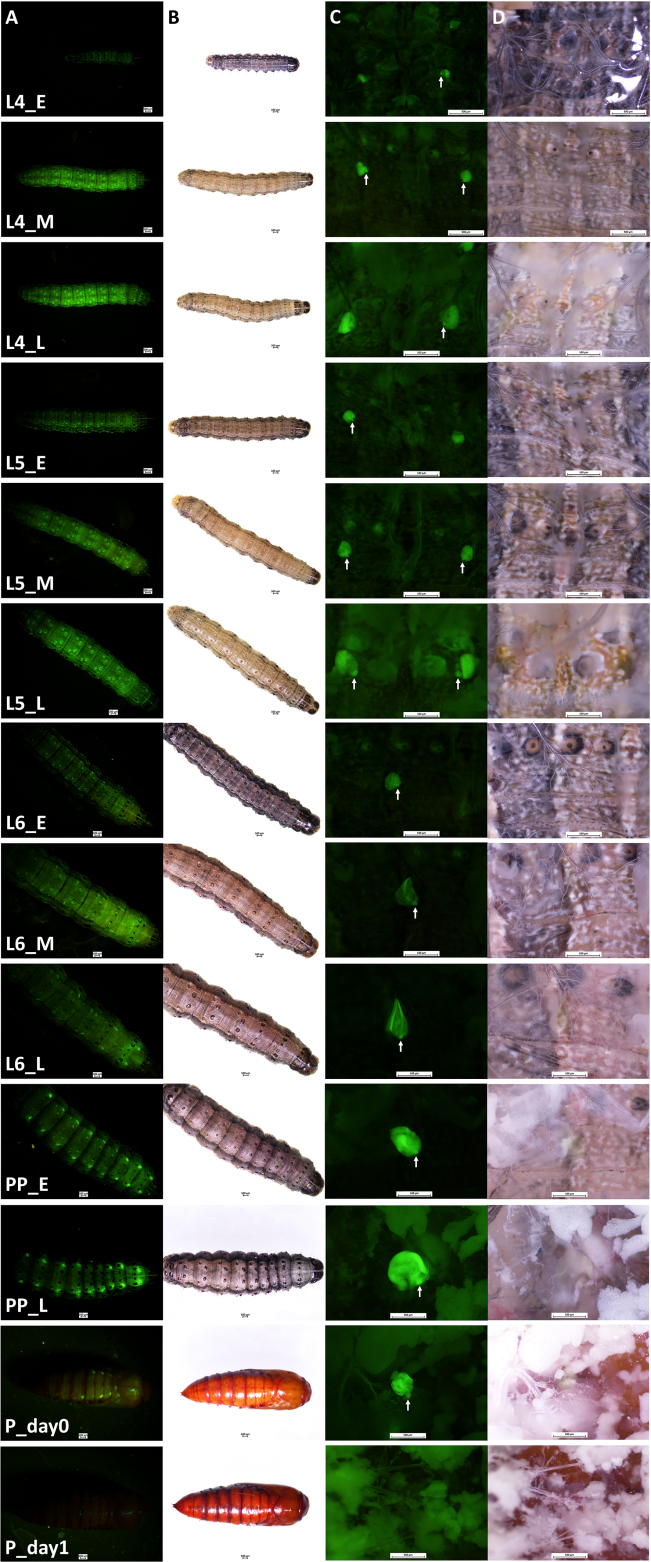
Verson’s glands visualized by GFP fluorescence. Verson’s glands from different developmental stages of FAW-SID1 insects are shown. **(A)**, GFP fluorescence image of a whole insect. **(B)**, bright field image of a whole insect. **(C)**, GFP fluorescence image of a dissected insect showing Verson’s glands in metathorax. **(D)**, bright field image of a dissected insect showing Verson’s glands in metathorax. L4, 4^th^ instar larva. L5, 5^th^ instar larva. L6, 6^th^ (last) instar larva. PP, prepupa. _E, early stage after molt. _M, middle stage. _L, late stage before molting except for the L6_L which indicates late L6 larval stage before entering wandering stage. P_day0, day 0 pupa. P_day1, day 1 pupa. White arrow indicates a saccule cell.

### 3.2 Genes coding for molting fluid, antimicrobial peptides, and cuticular proteins are highly expressed in Verson’s glands

To determine the physiological functions of Verson’s glands, we identified genes highly expressed in Verson’s glands using RNA-seq. RNA isolated from Verson’s glands from three different stages (L6 last instar larvae, prepupae, and pupae) were sequenced. 

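FAW-SID1 is a transgenic strain of the fall armyworm in which the glands fluoresce. The files hold 1 library per stage, L6, prepupa and pupa, so the differences between stages have no replicate check and no p-value is given for them. Each library was sequenced on the BGISEQ-500 and mapped to the FAW genome in CLC Genomics Workbench by the authors, who deposited for each gene the reads counted on exons, RPKM (reads scaled by exon length and library size) and TPM (reads scaled by exon length and then to the same sum in each library). The name of the genome build and the way reads that map to several places were shared out are not given in the sources used here. Total exon reads were 21366500 in L6, 15208331 in the prepupa and 18620715 in the pupa. Of these, 87.8% (95% Wilson interval 87.8 to 87.8%) lay on rRNA genes in L6, 0.307% (0.304 to 0.310%) in the prepupa and 37.1% (37.1 to 37.1%) in the pupa, where the intervals cover counting error only. This left 2610753, 15161624 and 11716156 exon reads on all other genes. In TPM, nuclear rRNA genes took 72.1% of the L6 library, 0.0698% of the prepupa library and 16.0% of the pupa library. Rescaling TPM without rRNA and mitochondrial genes multiplied the values of all other genes by 3.64 in L6, 1.00 in the prepupa and 1.22 in the pupa. TPM is used below as deposited. Where rescaling changes which stage is highest for a named gene, this is stated, but not every change among the lower stages is. Genes at a TPM of 1 or more numbered 6880 in L6, 10497 in the prepupa and 8698 in the pupa. After rescaling, which leaves out rRNA and mitochondrial genes, there were 10282, 10490 and 9127.

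**Figure D1:**
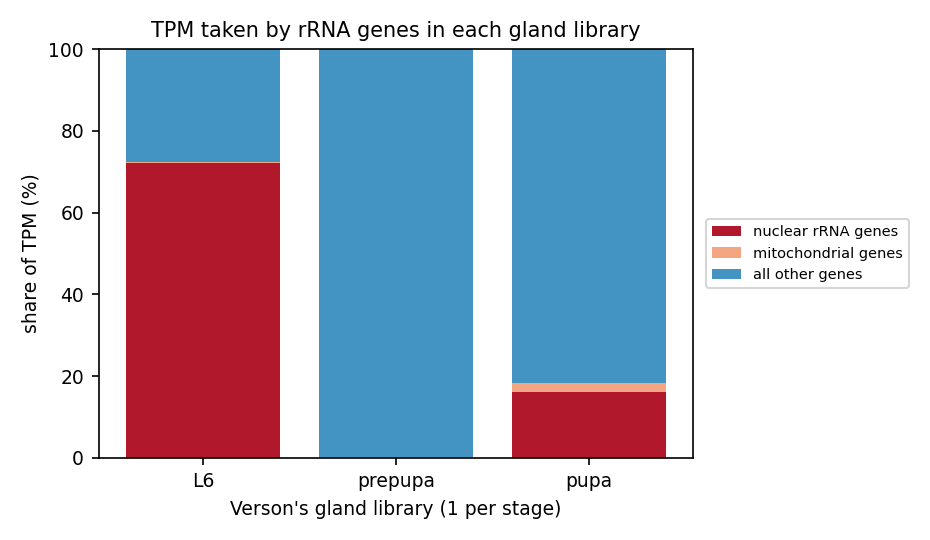
Share of TPM (%, vertical axis) taken by nuclear rRNA genes, mitochondrial genes and all other genes in each gland library (horizontal axis, 1 bar per library). The mitochondrial protein-coding genes have an exon length of 0 in the files and so a TPM of 0, and the bars leave out their reads. The L6 bar is 72.1% nuclear rRNA, against 0.0698% in the prepupa and 16.0% in the pupa.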

Differential gene expression analysis was performed comparing the expression of genes in Verson’s glands with those in the midgut, epidermis, and fat body (**Figure 2A**). 

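For this comparison the paper grouped the 3 stages of Verson's glands as replicates, while its midgut, epidermis and fat body libraries came from L6 larvae of another study. Those 18 libraries, 6 per tissue, are used here only as the TPM printed in Tables S2 and S3, so tissue and study cannot be told apart, and neither can tissue and stage for the prepupa and the pupa. Across the 12112 genes at a TPM of 1 or more in at least 1 gland library, the Pearson correlation of log2(TPM + 1) was 0.55 between L6 and the prepupa, 0.71 between L6 and the pupa and 0.52 between the prepupa and the pupa. The Spearman correlations were 0.50, 0.63 and 0.43. These are correlations across genes, which are not independent replicates. Without the filter on low values, the Pearson correlation between L6 and the prepupa rose to 0.69. The 10 genes with the highest TPM took 76.6% of the TPM in L6, 27.9% in the prepupa and 27.4% in the pupa. Without rRNA and mitochondrial genes these shares were 24.6%, 28.0% and 14.9%.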

2514 DEGs were identified in Verson’s glands that are expressed at higher levels compared to their expression in the midgut, epidermis, and fat body (**Figure 2B**; **Table S2**). 

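The copy of Table S2 used here follows the genome order and leaves out the last 516 of its 2514 rows. For the rows held, the TPM of the glands printed in the paper's tables and the deposited TPM differed by a relative 4.8e-06 at most. Among the genes held, 1485 (74.3%) had a higher TPM in each of the 3 gland libraries than in every one of the 18 other-tissue libraries of Table S2. Chance alone gives such an order to 0.0752% of genes for 3 libraries against 18, but the rows were chosen by the paper on the same values. In a further 311 genes 2 gland libraries lay above all 18, and in 202 genes 1 did. Requiring the glands to be at least 2 times above, with 1 TPM added to both sides, left 1069 genes. The prepupa held the highest of the 3 gland values for 1311 genes, the pupa for 613 and L6 for 74. With TPM rescaled without rRNA and mitochondrial genes, these numbers were 1103, 580 and 312. In 443 genes (22.2%) the highest stage was at least 10 times the next on TPM + 1, and in 353 with rescaled TPM. The gene with the highest TPM of the prepupa library, LOC118266093, an uncharacterized protein gene, had a TPM of 2.52 in L6, 103165 in the prepupa and 779 in the pupa, and at most 50.3 in the 18 libraries of the paper's table. The held rows, of which 3 are rRNA or mitochondrial genes, summed to 4.74% of the TPM in L6, 45.2% in the prepupa and 20.1% in the pupa, or 15.6%, 45.1% and 21.8% with these left out and TPM rescaled. In the paper's table they summed to between 0.0715% and 0.257% of the TPM of each other-tissue library, and 709 of the genes (35.5%) were listed at 0 in all 18. Ribosomal protein genes are among the 709, so a listed 0 does not show absence of expression.

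**Figure D2:**
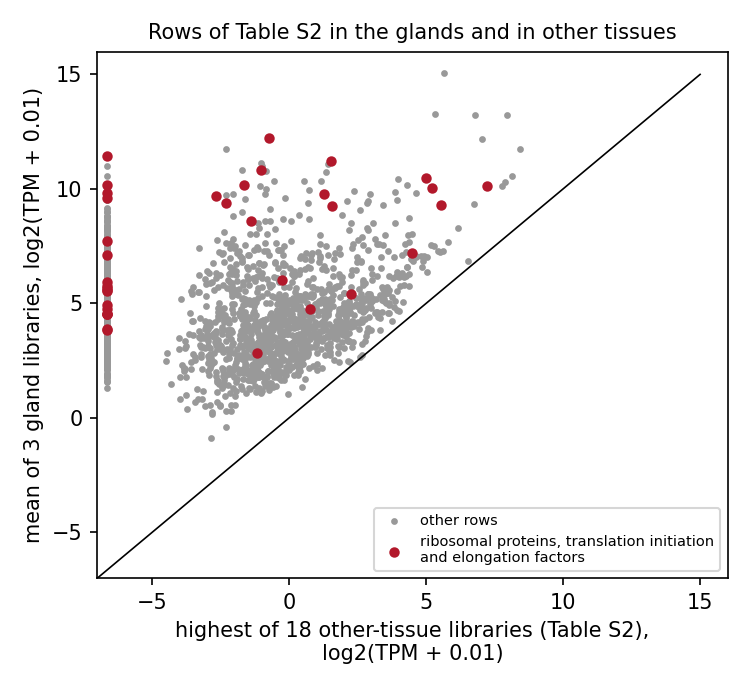
Mean TPM of the 3 gland libraries (vertical axis) against the highest TPM of the 18 other-tissue libraries printed in Table S2 (horizontal axis), both as log2(TPM + 0.01), with 1 point per held row. Points above the black line of equal values are higher in the glands, and the column of points at the left edge holds the 709 genes listed at 0 in all 18 libraries.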

Enriched Gene Ontology terms for the identified DEGs included protein translation, folding, and modification (**Figure 2C**). 

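The Gene Ontology assignments are not used here, and the genes were found by protein name among the held rows of Table S2. There were 18 rows named as ribosomal proteins, with a median TPM of 365 in L6, 1503 in the prepupa and 619.5 in the pupa. In all 18, each gland library lay above every other-tissue library of the paper's table. The same held for the 18 translation initiation factors, whose medians were 10.3, 99.6 and 13.6, and for the 8 translation elongation factors, whose medians were 140.2, 1091 and 359.7. Of 8 chaperones (heat shock, T-complex and prefoldin proteins) it held for 7, with medians of 21.0, 66.8 and 32.9. After rescaling without rRNA and mitochondrial genes, the chaperone medians were 76.2, 66.9 and 40.2, although L6 was the highest stage for only 1 of the 8 genes, the prepupa for 4 and the pupa for 3, while the prepupa kept the highest median in the other 3 classes and L6 passed the pupa in each. The prepupa was highest for 14 of the ribosomal proteins, but for 6 after rescaling without rRNA, when L6 was highest for 8. For the initiation factors it was highest for 18 as deposited and 14 after rescaling. For the elongation factors the prepupa was highest for 5 and the pupa for 3 as deposited. After rescaling, the prepupa and the pupa were each highest for 3 elongation factors and L6 for 2. The elongation factor with the highest mean, elongation factor 1-alpha (LOC118272072), had a TPM of 956 in L6 from 16144 reads, 11140 in the prepupa from 216827 reads and 2226 in the pupa from 63760 reads. Rescaled, L6 (3477) lay above the pupa (2724). Its highest value in the 18 libraries of Table S2 was 0.591. The ribosomal protein with the highest mean, L30 (LOC118262517), had 903, 2107 and 5305 (3285, 2114 and 6493 rescaled) and is listed at 0 in all 18. Of the 18 ribosomal protein rows, 11 are listed at 0 in all 18 other-tissue libraries, as are 11 of the initiation factors. Every cell makes ribosomal proteins, so a listed 0 does not show absence of expression. The rows were also chosen by the paper for higher gland values. The separation from the other tissues therefore does not by itself show enrichment in the glands. Values set against the wrong genes, or a difference in processing between the studies, stay open as causes.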

Enriched KEGG pathway terms included several metabolic biosynthesis pathways and Hippo signaling pathways (**Figure 2D**). 

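The genes drawn in the heatmaps of Figure 3, read from their printed identifiers, number 19 for molting fluid proteins, 5 for antimicrobial peptides and 27 for cuticular proteins, or 50 distinct genes. Of the 50, 24 had their highest TPM in the pupa, 19 in the prepupa and 7 in L6. After rescaling without rRNA and mitochondrial genes the numbers were 24, 16 and 10. The highest stage was at least 10 times the next for 7 of the molting fluid genes, all 5 antimicrobial genes and 24 of the cuticular genes. Of the 50, 39 are in the held rows of Table S2. The mean of the 3 gland libraries lay above all 18 other-tissue libraries of the paper's table for all 39, and each of the 3 gland libraries did for 15. The L6 gland library, the one at the stage of the other tissues, lay above all 18 for 24 of the 39 as deposited and 28 after rescaling. In this and later comparisons with the other tissues only the gland values were rescaled, which can only raise them. Less than 50% of the exon reads were uniquely mapped for 7 of the 50 genes, so their values depend on how shared reads were assigned.

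**Figure D3:**
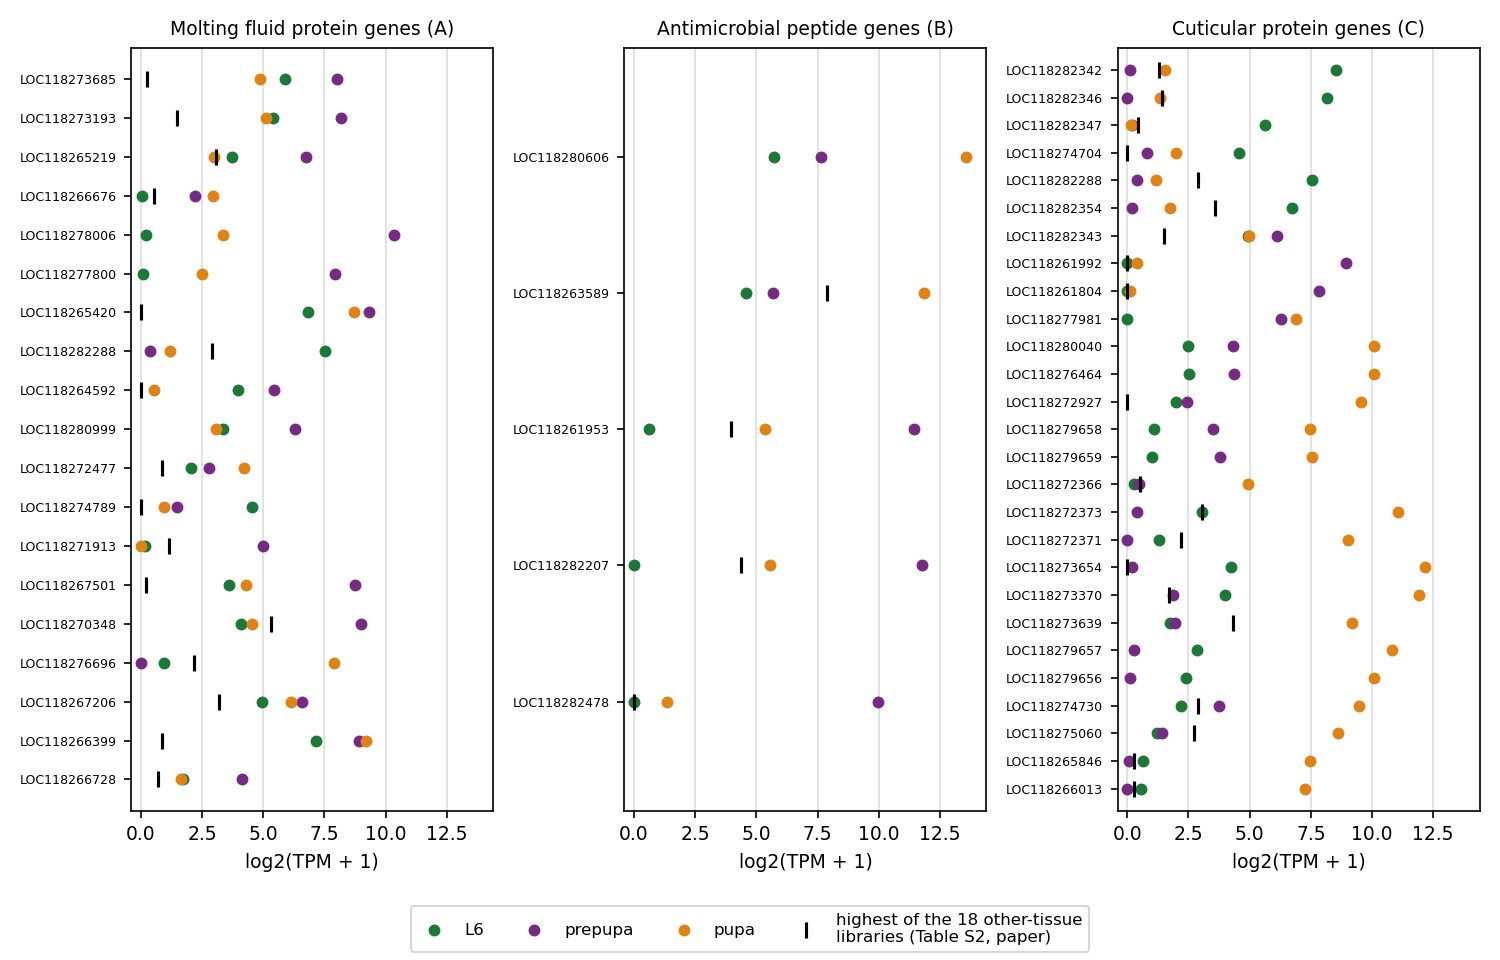
TPM of each gene of Figure 3 (rows) as log2(TPM + 1) on the horizontal axis, in 3 panels for molting fluid, antimicrobial and cuticular protein genes. Colored points are the 3 gland libraries and black ticks the highest of the 18 other-tissue libraries in the paper's Table S2, where the gene is in the held rows. In the antimicrobial panel the tick lies at or right of the L6 point for each of the 4 genes that have one.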

Identified DEGs included genes that code for proteins found in molting fluid (19) (**Figure 3A**), antimicrobial peptides (**Figure 3B**), and cuticular protein (**Figure 3C**). 

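Table S3 is held whole, with 52 rows. The median over these genes of the mean TPM of the 3 gland libraries was 1.51, and 17 genes were under a TPM of 1 in all 3 gland libraries. The medians of the paper's mean TPM for the same genes were 18.7 in the epidermis, 28.8 in the fat body and 24.1 in the midgut. For 36 genes every gland library lay below every one of the 18 other-tissue libraries. With a margin of at least 2 times, and 1 TPM added to both sides, there were 18, and with rescaled gland TPM and no margin there were 30. Leaving out the prepupa library raised the 36 to 47. No read was counted in any gland library for 3 genes. One of them, a peptidyl-prolyl cis-trans isomerase B-like gene (LOC118265987, at 8000958 to 8003619 of the file's sequence NC_049717.1), is listed between 97.1 and 285.95 TPM in the 18 libraries of the paper's table. A gene of the same name, LOC118266399, shows the reverse, with 140.7 in L6, 487 in the prepupa and 590 in the pupa. It is listed at no more than 0.839 in the 18 libraries. Only 16.3% of its gland reads map uniquely, so a shift of reads between these copies is a candidate explanation.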

There were 52 DEGs that were downregulated in Verson’s glands compared to their expression in the midgut, epidermis, and fat body (**Figure S1A** and **Table S3**). 

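By protein name, 4 of the genes of Table S3 are enzymes of fatty acid oxidation. The 3-ketoacyl-CoA thiolase gene (LOC118266244) had a TPM of 5.93 in L6, 38.2 in the prepupa and 7.29 in the pupa, against 36.3 to 715 in the 18 libraries of the paper's table. A probable peroxisomal acyl-coenzyme A oxidase 1 gene (LOC118275420) had 0.541, 16.1 and 2.57, against 10.03 to 129. The other such gene, LOC118275636, had 0.0839, 7.49 and 0.791. The phytanoyl-CoA dioxygenase gene (LOC118279186) had 1.31, 6.37 and 0.592. In all 4 the prepupa was highest, and the prepupa value lay within the range of the other-tissue libraries, while those of L6 and the pupa lay below it. Rescaled, the L6 value of LOC118279186 was 4.75, above the lowest of the paper's 18 values, 3.85.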

Enriched Gene Ontology terms for the downregulated DEGs included fatty acid metabolic process (**Figure S1B**). Enriched KEGG pathway terms included fatty acid degradation (**Figure S1C**).

**Figure 2:**
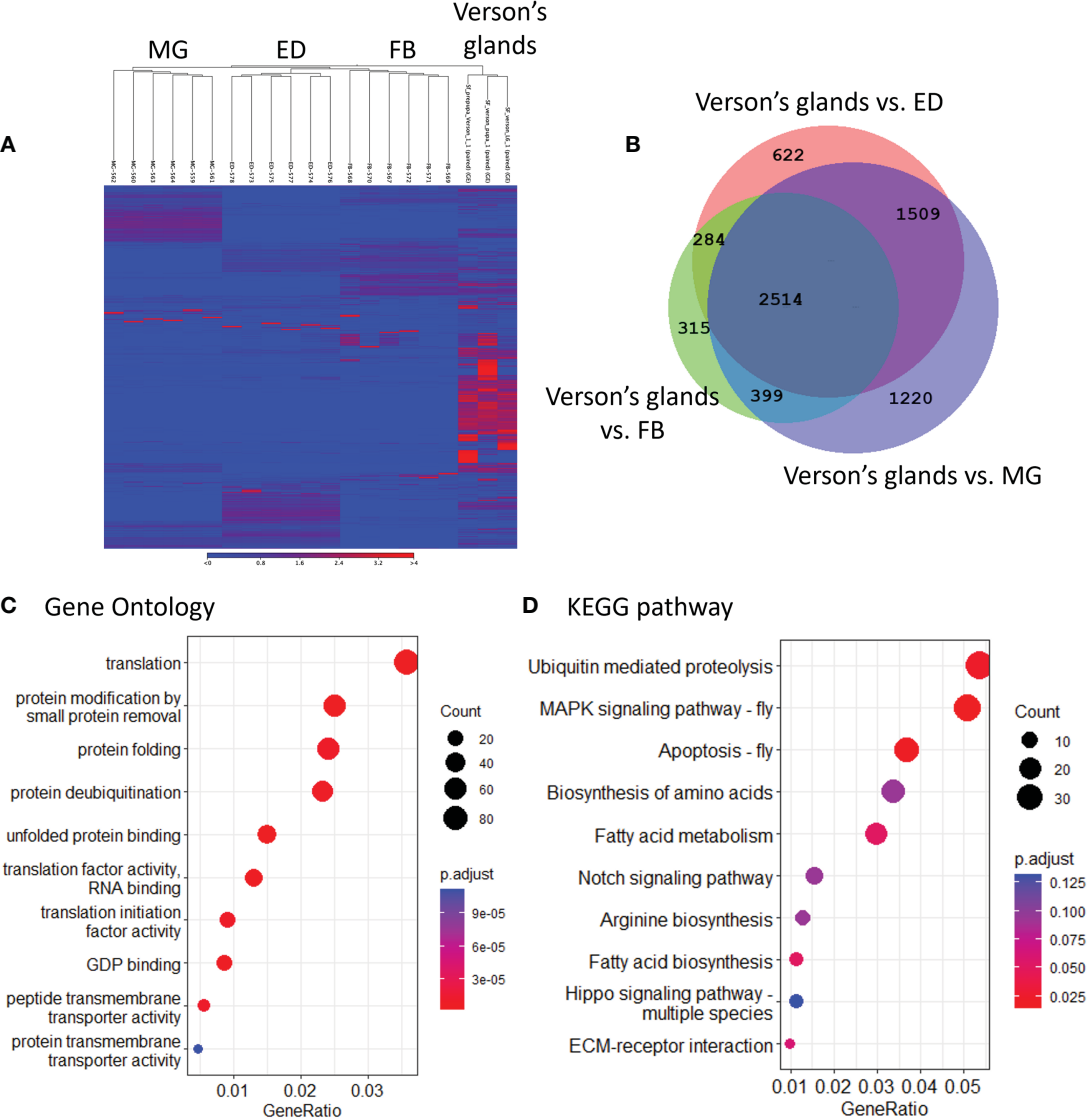
RNA-seq identified genes highly expressed in Verson’s glands. **(A)**, Heatmaps showing the overall comparison between the midgut (MG), epidermis (ED), fat body (FB), and Verson’s glands. The color spectrum, stretching from blue to red, represents TPM values of FAW transcripts calculated from RNA-seq analysis. **(B)**, Venn diagram showing the number of DEGs upregulated in Verson’s glands compared to the midgut, epidermis, and fat body. Enriched Gene Ontology **(C)** and KEGG pathway **(D)** terms in 2,514 DEGs significantly expressed in Verson’s glands.

**Figure 3:**
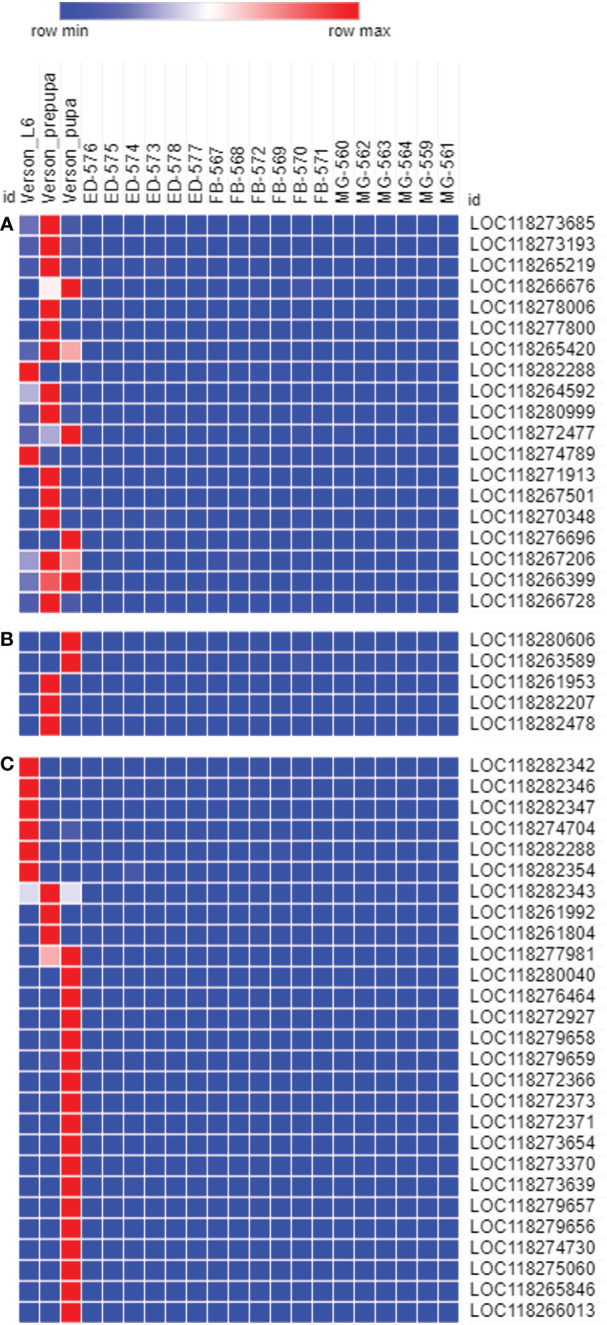
The genes expressed in Verson’s glands. Molting fluid protein **(A)**, antimicrobial peptide **(B)**, and cuticular protein **(C)** coding genes are highly expressed in Verson’s glands. Gene ID descriptions are included in **Table S6**.

### 3.3 Genes coding for hemolymph proteins are highly expressed in Verson’s glands

Previous reports (11, 12) showed that Verson’s glands secrete protein into the hemolymph. We checked whether FAW Verson’s glands indeed contribute to hemolymph proteins. We first used the list of hemolymph proteins identified in the silkworm, *Bombyx mori* (20) to identify FAW homologs. Six hundred and seven genes coding for hemolymph proteins were identified (**Table S4**). Interestingly, 144 genes (24%) are identified as highly expressed in Verson’s glands (**Figure S2A**; **Table S5**). 

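The copy of Table S4 used here leaves out 11 of its accessions. Of those held, 414 could be matched to a gene, through the accessions of Tables S2 and S3 or the RefSeq gene table of assembly AGI-APGP_CSIRO_Sfru_2.0, and they gave 412 genes of the deposited files. A TPM of 1 or more was reached by 307 of the 412 genes in L6, 329 in the prepupa and 338 in the pupa. With a minimum of 10, L6 had 190. Their median TPM was 8.26, 22.9 and 15.8, against 0.273, 1.11 and 0.469 over all listed genes. The order of the stages depends on rRNA, since the rescaled medians of the 412 were 30.1, 22.9 and 19.4, with L6 the highest. In the held rows of Table S2, 134 of the 412 were found, beside the paper's 144 from the whole tables. The median TPM of the 134 was 11.6 in L6, 76.5 in the prepupa and 26.8 in the pupa, and that of the other 278 was 5.48, 9.57 and 11.3. Rescaled, these were 42.2, 76.8 and 32.7, and 19.9, 9.60 and 13.8. For 104 of the 134, each gland library lay above all 18 other-tissue libraries of the paper's table. The matched gene with the highest mean, U-scoloptoxin(19)-Sm1a-like (LOC118262745), had 53.0 in L6, 28045 in the prepupa and 561 in the pupa. Thymosin beta-like (LOC118276119) had 352, 5180.0 and 4292 (1281, 5195 and 5253 rescaled, with the pupa the highest), and is outside the held rows of Table S2. From its own results together with earlier reports, the paper proposes that the glands may be a further source of hemolymph proteins, above all at the molt.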

Enriched Gene Ontology terms for 144 genes coding for hemolymph protein highly expressed in Verson’s glands, include vesicles and chitin metabolic processes (**Figure S2B**). Enriched KEGG pathway terms included carbon metabolism and ECM-receptor interaction (**Figure S2C**).

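Genes of the extracellular matrix were looked up by name after the values had been seen. Collagen alpha-2(IV) chain-like (LOC118273019) had a TPM of 36.3 in L6, 41.5 in the prepupa and 18.5 in the pupa, and its highest value in the 18 libraries of the paper's Table S2 was 6.29. Collagen alpha-1(IV) chain-like (LOC118273020) had 23.0, 36.9 and 13.4. After rescaling without rRNA, L6 was the highest stage for both. Laminin subunit gamma-1-like (LOC118261874) had 2.95, 18.7 and 9.22. Laminin subunit beta-1-like (LOC118263280) had 6.07, 5.58 and 6.11 (22.1, 5.59 and 7.48 rescaled, with L6 the highest), but none of its reads was uniquely mapped. Laminin subunit alpha-like (LOC118263853), with 58.1% of its reads uniquely mapped, had 0.833, 4.97 and 5.98. It was highest in the pupa after rescaling as well (3.03, 4.99 and 7.32).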

### 3.4 Verson’s glands growth inhibition by RNAi

In our previous study, we observed that RNAi efficiency is highly improved in Verson’s glands of FAW-SID1 strain (13). We knocked down some essential genes, including the IAP, Actin, and VATPase (21–23). Knockdown of these genes significantly influenced the size of Verson’s glands (**Figure S3**), specifically the secretory cell that makes up most of the volume of the gland (**Figure 4**). Although the growth and survival of Verson’s glands were significantly affected, the dsRNA-treated larva developed into pupae and adults (**Figure S4**). There was also no significant mortality observed in the treated larva compared to dsLuc and dsGFP control (**Figure S5**). dsGFP is frequently used as a control in FAW experiments and it does not affect larval development and survival (13, 23–25). Therefore, the basal mortality observed in the assay maybe due to damage from the injection injury.

**Figure 4:**
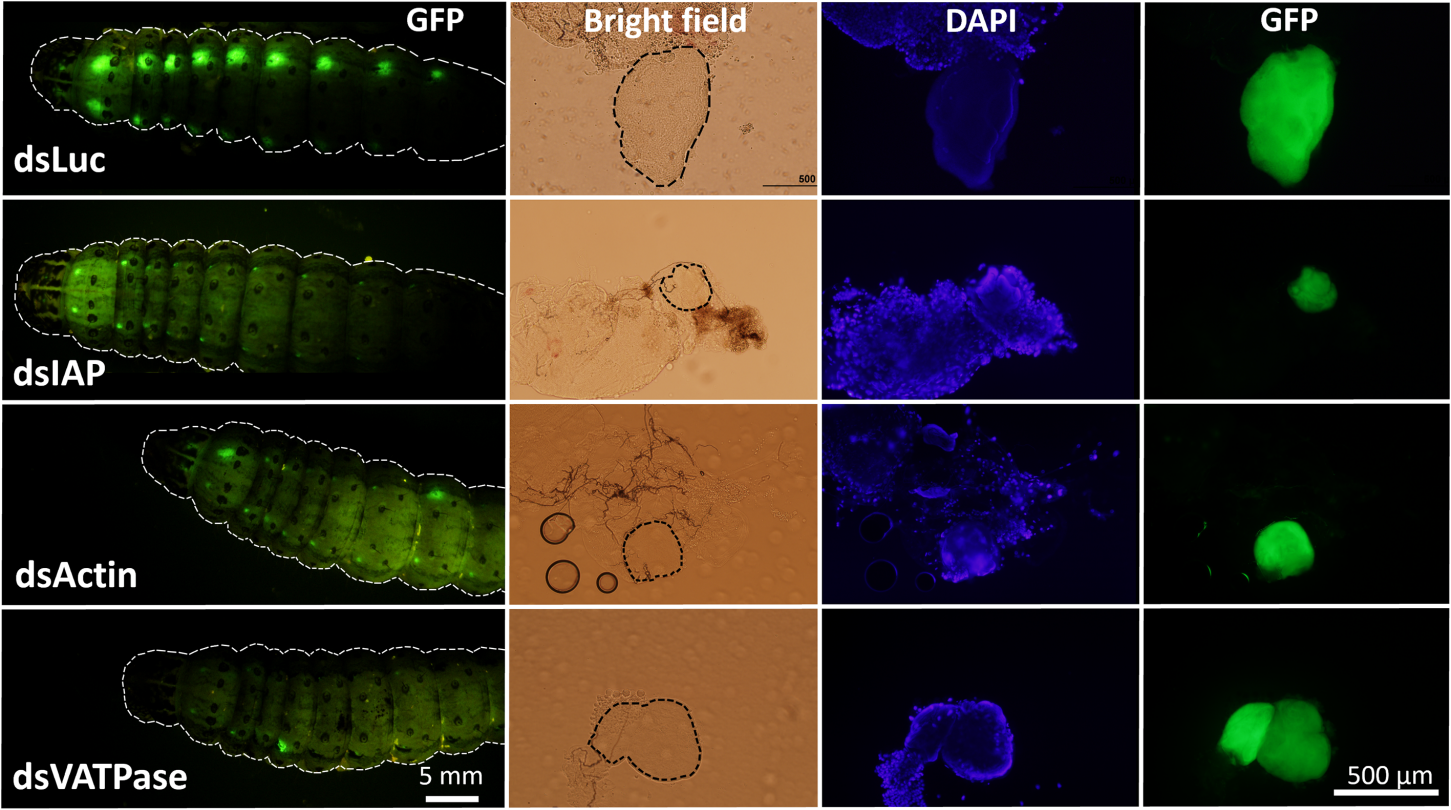
Inhibition of growth and survival of Verson’s glands by RNAi. Eight µg dsRNA (dsLuc, dsIAP, dsActin and dsVATPase) was injected into day 0 last instar FAW-SID1 larva. Five days after injection, when they became prepupa, Verson’s glands were dissected, fixed in 4% paraformaldehyde, and mounted on a glass slide with a mounting medium containing DAPI. Verson’s glands size is indicated by dotted black lines in bright field image.

## 4 Discussion

Molting fluids help recycle cuticular proteins and chitin from the old cuticle (26) and protect the pharate insects with soft cuticles against microorganisms (19). Verson’s glands are believed to contribute to molting fluid secretion (4, 6, 27). Indeed, genes that code for molting fluid proteins, including chitinase, peptidase, and phenoloxidase are highly expressed in Verson’s glands (**Figure 3**; **Table S6**). 

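The chitinase, peptidase and phenoloxidase genes of Figure 3A peaked at different stages. The endochitinase-like gene (LOC118278006, at 6309319 to 6327729 of the file's sequence NC_049734.1) had a TPM of 0.151 in L6 from 4 reads, 1311 in the prepupa from 40054 reads and 9.14 in the pupa from 411 reads. Probable chitinase 10 (LOC118266676) had 0.0226 from 2 reads, 3.58 from 366 and 6.75 from 1015, against at most 0.463 in the 18 other-tissue libraries of the paper's Table S2. Another probable chitinase 10 gene of that table, LOC118264308, had 0.841, 11.0 and 0.689. Carboxypeptidase B-like (LOC118271913), with 72.2% of its reads uniquely mapped, had 0.128 in L6 and 30.8 in the prepupa. With no read in the pupa, the prepupa value was at least 273-fold higher than there as deposited and 224-fold rescaled, taking a floor of 3 reads. Phenoloxidase subunit 1-like (LOC118274789) had 22.4 in L6 from 611 reads, 1.81 in the prepupa from 57 and 0.906 in the pupa from 42, and is listed at 0 in all 18 libraries. A phenoloxidase subunit 2-like gene (LOC118274553), not in the held rows, had 60.3, 1.54 and 1.37. Apolipoprotein D-like (LOC118276696) was highest in the pupa, at 233.7. V-type proton ATPase subunit B (LOC118270348) had 16.0, 503 and 22.1, and the highest of the paper's 18 values, 39.0, lay above its L6 and pupa values. Rescaled, its L6 value was 58.3, above that, and its pupa value 27.0. The paper states from these genes that the glands express molting fluid proteins.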

Out of 93 genes coding for FAW orthologs of molting fluid proteins identified in *B. mori* (**Table S7**), 19 genes are (20%) highly expressed in Verson’s glands (**Figure 3A**; **Table S6**). Molting fluid is presumed to be produced by both epidermis and dermal glands (19, 26), so Verson’s glands may not be the exclusive source of the molting fluid in FAW. Further research is needed to check whether the protein content of the secreted molting fluid is different between Verson’s glands and other molting fluid-secreting sources.

During ecdysis, the old cuticle is shed, revealing a newly formed soft cuticle. This newly molted insect is subjected to infection risk, and it is important for insects to manage this risk during ecdysis. Proteomic analysis of silkworm molting fluid revealed that 9% of the total identified secretory protein accounted for immune-related proteins (28), which indicates considerable investment for protection during molting. Indeed, molting fluid from *B. mori* inhibited the growth of bacteria *in vitro* (19). Verson’s glands are also reported to have an immune function. Nardi et al., identified novel proteins that are related to the immune response in Verson’s glands (11). 

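Of the 5 genes of Figure 3B, 3 are named inducible metalloproteinase inhibitor protein-like and lie on 1 sequence of the files, NC_049712.1. LOC118282207, at 7140164 to 7142141, had no read in L6, a TPM of 3436 in the prepupa from 23952 reads and 46.2 in the pupa from 474 reads. Its prepupa value was at least 6926-fold higher than that of L6 as deposited and 1910.2-fold rescaled, at a floor of 3 reads. LOC118282478, at 8281795 to 8285054, had no read in L6, 986 in the prepupa from 9375 reads and 1.57 in the pupa from 22. LOC118261953, at 5251378 to 5253330, had 0.517 in L6 from 3 reads, 2743 in the prepupa and 40.2 in the pupa. Their shares of uniquely mapped reads were 74.8%, 96.3% and 63.3%. In the 18 L6 libraries of the paper's Table S2 these genes reached at most 19.9, 0 and 14.7, so that the first and the last lay above all 18 in the prepupa and the pupa but not in L6. A lebocin-4-like gene (LOC118280606) had 52.3 in L6, 198.9 in the prepupa and 12123 in the pupa. The 4 genes found from a list of fat body markers were also highest in the pupa library. Fat body RNA in that library thus stays open as a source. The uncharacterized gene LOC118263589 had 22.5, 49.8 and 3707 (81.8, 49.97 and 4537 rescaled), and the paper's table lists it between 1.08 and 237.1 in the 18 libraries. No gene was matched to the name gallerimycin in the held tables. From such genes, together with earlier reports and the enriched Hippo signaling pathway, the paper proposes a role of the glands in immunity.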

We identified several antimicrobial peptides, including gallerimycin and inducible metalloproteinase inhibitor proteins highly expressed in Verson’s glands of FAW (**Figure 3B**; **Table S6**). Hippo signaling pathway was enriched in Verson’s glands (**Figure 2D**). Hippo signaling pathway is controlled by Toll signaling pathway to regulate antimicrobial peptide expression (29). Twenty-seven genes coding for cuticular proteins are highly expressed in Verson’s glands. 

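Of the 27 cuticular protein genes of Figure 3C, 18 had their highest TPM in the pupa, 6 in L6 and 3 in the prepupa. After rescaling without rRNA and mitochondrial genes the numbers were 18, 7 and 2. A larval cuticle protein LCP-30-like gene (LOC118282342) had a TPM of 364.6 in L6 from 3911 reads and 1.92 in the pupa, with 1 read in the prepupa. Cuticle protein 19-like (LOC118261992) had 487.7 in the prepupa from 4208 reads, 0.315 in the pupa from 4 reads and no read in L6, so that the prepupa was at least 1217-fold higher than L6 as deposited and 336-fold rescaled, at a floor of 3 reads. Larval/pupal rigid cuticle protein 66-like (LOC118273654) had 17.9 in L6 and 4562 in the pupa from 43612 reads, with 1 read in the prepupa. Another gene of that name, LOC118273370, had 3848 in the pupa with only 10.7% of its reads uniquely mapped, and 6 of the 27 genes were under 50%. Summed over the 27 genes, TPM was 1113 in L6, 947.7 in the prepupa and 19390.4 in the pupa. Rescaling multiplies these sums by 3.64, 1.00 and 1.22. It keeps their order, but narrows the lead of the pupa over L6 and widens that of L6 over the prepupa. Of the 20 genes in the held rows of Table S2, the L6 library lay above all 18 other-tissue libraries for 13, and for 16 after rescaling.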

Cuticular protein genes are typically expressed in the epidermis (30). Further studies with different developmental stages are needed to determine whether the expression of cuticular protein-coding genes in Verson’s glands have specific functions or redundancy with those made in the epidermis. However, it looks clear that Verson’s glands contribute to cuticular protein production.

Secretions from insect epidermal glands use duct cells to go through the outer cuticle and reach extracellular space (31). Verson’s glands are composed of three cells, a secretory cell, a saccule cell, and a duct cell. There is a channel connecting the duct cell and the saccule cell. However, there is no evidence of connecting channel between the duct cell and the secretory cell. (11). Ultrastructural analysis showed that during molt, vacuoles in secretory cells invaginate in basal lamina and discharge materials into the hemolymph (12). These observations suggest that the secretory cells of Verson’s glands secrete proteins into the hemolymph directly. Indeed, we identified 144 hemolymph protein genes that are highly expressed in Verson’s glands (**Figure S2A**). These proteins seem to function in multiple metabolic pathways, including chitin catabolism (**Figure S2B**). The fat body is the major source of hemolymph protein production (32). Our study together with previous reports suggest that Verson’s glands may also be one of the important sources of hemolymph proteins especially during molting. We observed that similar to secretory cells, saccule cells also grow during feeding period and reduce in size after molting (**Figure 1C**). Proteins produced in saccule cells may use the channel connected with duct cell to discharge them outside the cuticle. Taken together, it appears that macromolecules produced from Verson’s glands can be secreted to both outside and in to hemolymph from a saccule cell and a secretory cell respectively. Further studies are needed to confirm this hypothesis.

We injected dsRNA targeting housekeeping genes required for cell survival and observed a significant reduction of cell size in Verson’s glands (**Figure 4**). We observed a slight decrease in GFP fluorescence in the Verson’s glands of the treated larva as well (**Figures 4**, **S3**). It is likely that knockdown of housekeeping genes affected the cell viability and affected overall protein production including GFP protein. However, this treatment didn’t affect overall larval development (**Figure S4**) and didn't cause significant mortality (**Figure S5**). This result is consistent with our previous report where nearly 80% of injected FAW-SID1 in both control and dsIAP treatment successfully pupated (13). In our previous study, dsGFP injection in FAW-SID1 larva only decreased GFP fluorescence level in Verson’s glands and not in other tissues. dsGFP injection resulted in 93.3% knockdown of GFP gene expression in Verson’s glands. There were moderate but significant knockdown in Malpighian tubules and testis, but no knockdown was observed in rest of the tissues (epidermis, fat body, midgut, ovary, and salivary glands) (13). Although we didn’t measure knockdown level of the target genes (IAP, Actin, VATPase) in different tissues in this study, it is most likely that our treatment mainly affected Verson’s glands and not in other tissues like what we observed in our previous study. These results suggest that Verson’s glands may not be required for pupal ecdysis. It is possible that although the dsRNA treatment significantly impairs the growth of Verson’s glands, there is still some protein secretion. Another possibility is that the larvae without Verson’s glands may only be affected when they are challenged with microorganisms that cause diseases. Further studies are needed to understand the impact of Verson’s glands on larval development in different physiological contexts.

This study reports morphological characteristics of Verson’s glands in different developmental stages of FAW, and their transcriptomic analysis. We identified highly expressed genes in Verson’s glands to verify previous observations in Verson’s glands physiology. Our results showed that Verson’s glands might contribute to cuticular protein production, molting fluid, hemolymph protein production, and immune response. Our study provides valuable tools for further research in identifying the physiological significance of Verson’s glands in lepidopteran insects.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

JK and SP designed research; JK and XC performed research; JK and SP analyzed data; JK and SP wrote the paper. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Gene expression in Verson’s glands of the fall armyworm suggests their role in molting and immunity
**Source:** Front Insect Sci. 2023 Feb 10;3:1124278. doi: 10.3389/finsc.2023.1124278
**Supplement:** Supplementary file 1

## **Supplementary information**

Gene expression in Verson's glands of the fall armyworm suggests their role in molting and immunity

Jinmo Koo <sup>a</sup>, Xien Chen <sup>ab</sup>, and Subba Reddy Palli <sup>a\*</sup>

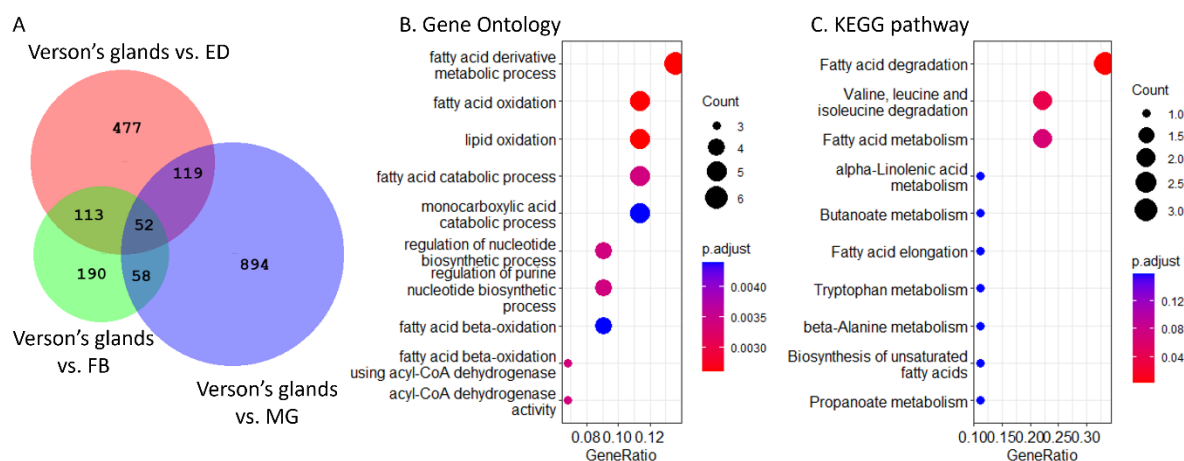

**Figure S1. Down regulated genes in Verson's glands.** [A], Venn diagram showing the number of DEGs down regulated in Verson's glands compared to the epidermis (ED), fat body (FB), and midgut (MG). Enriched Gene Ontology [B] and KEGG pathway [C] terms in 52 DEGs significantly down regulated in Verson's glands.

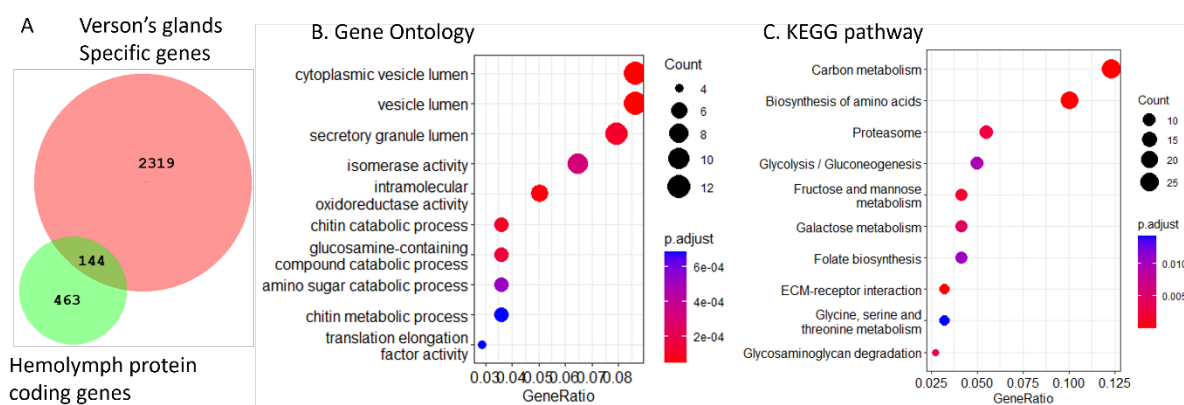

**Figure S2. Hemolymph protein genes highly expressed in Verson's glands.** [A], FAW orthologs of silkworm genes coding for hemolymph proteins expressed in Verson's glands were identified. Enriched Gene Ontology [B] and KEGG pathway [C] terms in 144 hemolymph protein genes expressed in Verson's glands.

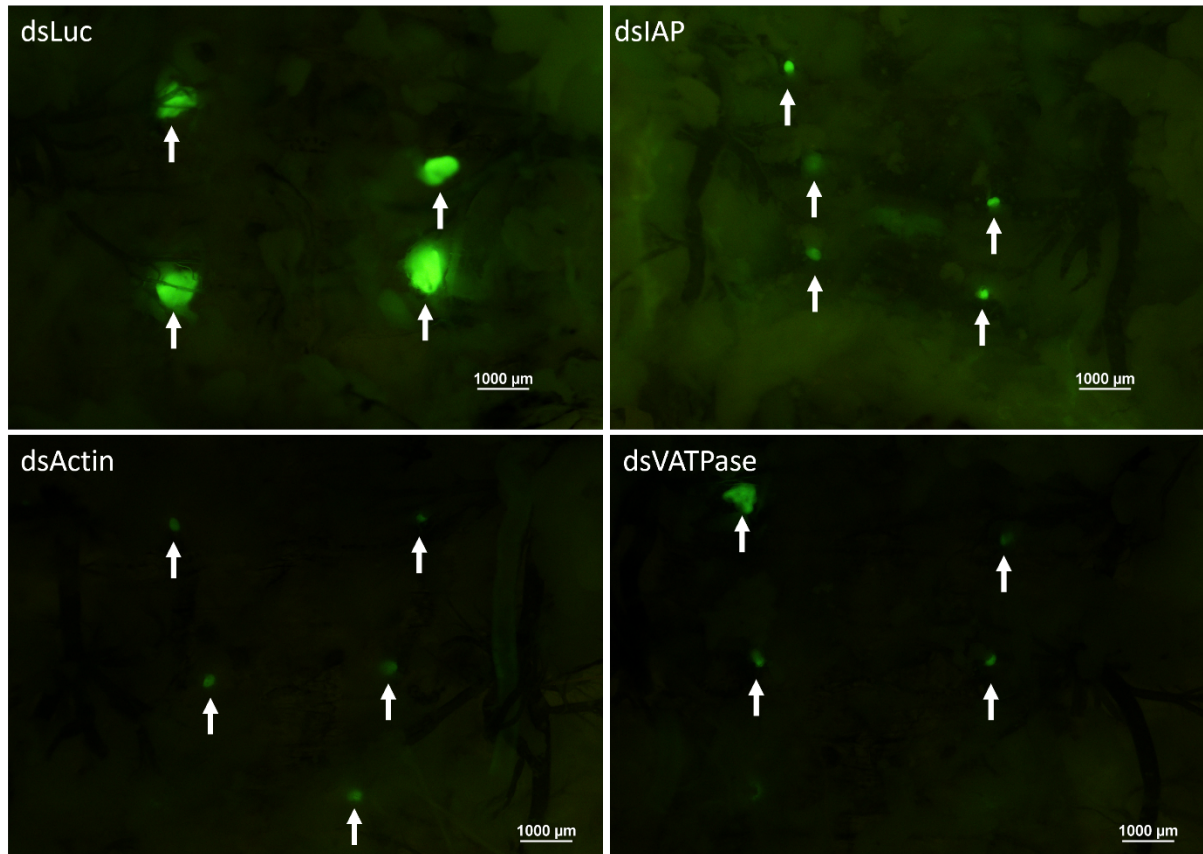

**Figure S3. Verson's glands affected by RNAi.** Eight  $\mu\text{g}$  dsRNA (dsLuc, dsIAP, dsActin and dsVATPase) was injected into day 0 last instar FAW-SID1 larva. Five days after injection, when they became prepupa, they were cut open and Verson's glands were photographed under fluorescent light.

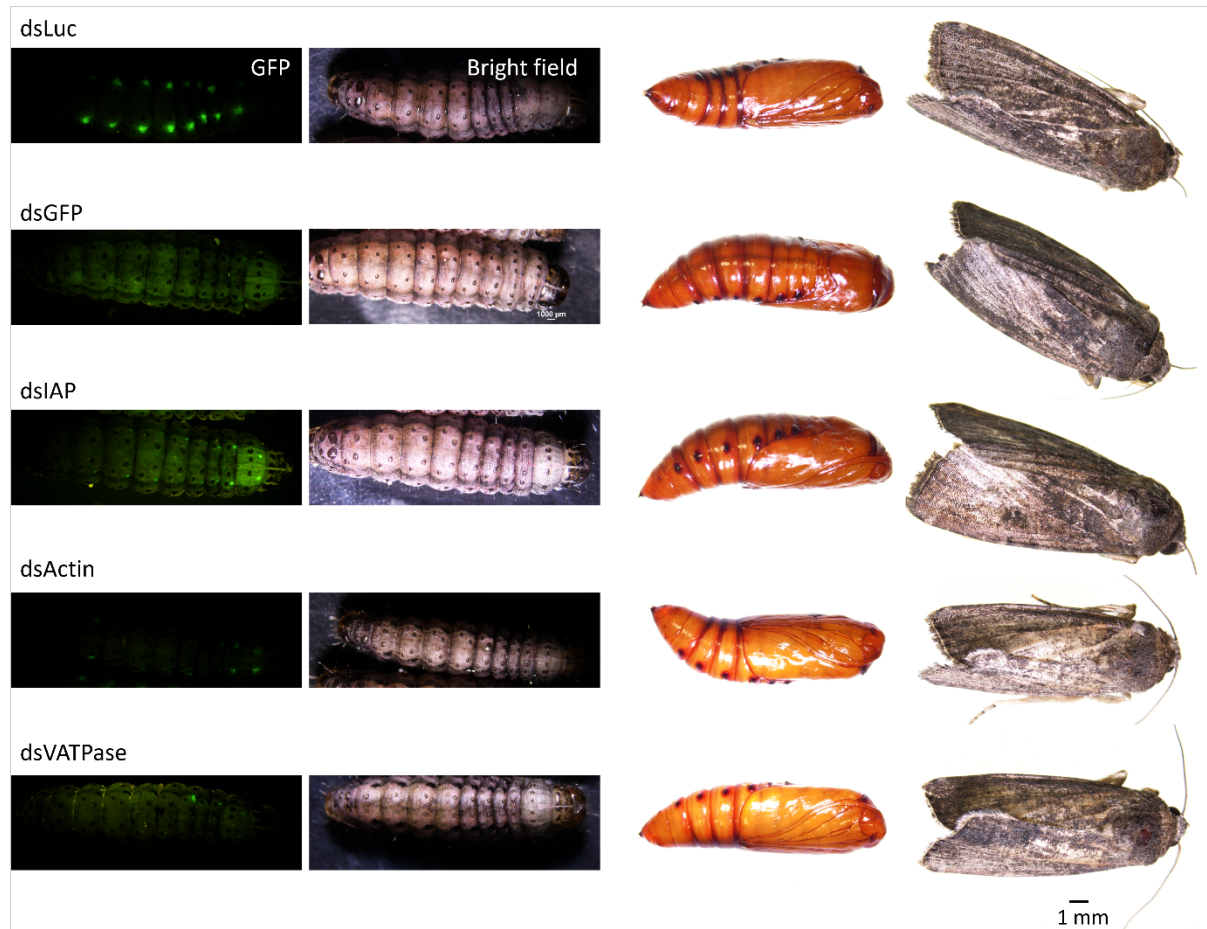

**Figure S4. Inhibition of growth in Verson's glands didn't affect FAW development.** Eight  $\mu\text{g}$  dsRNA (dsLuc, dsGFP, dsIAP, dsActin and dsVATPase) was injected into day 0 last instar FAW larva. Photographs of representative individuals in prepupa, pupa, and adult stages were taken.

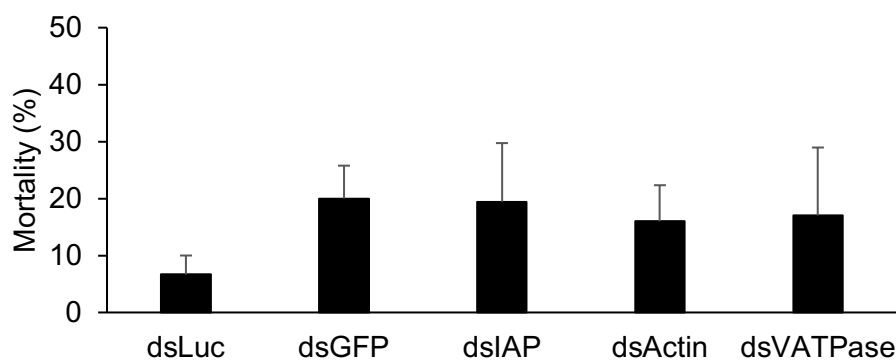

**Figure S5. Inhibition of growth in Verson's glands did not induce significant mortality.** Eight  $\mu\text{g}$  dsRNA (dsLuc, dsGFP, dsIAP, dsActin and dsVATPase) was injected into each day 0 last instar FAW larva. Mortality was recorded until adult emergence. Mean + S.E (n = 9~12) of three replicates are shown.

How the deposited data were processed for this re-analysis (not part of the article)

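Verson's glands of the FAW-SID1 strain were dissected by the authors at the L6, prepupa and pupa stages and sequenced on the BGISEQ-500, with 1 library per stage. The authors mapped the reads to the FAW genome in CLC Genomics Workbench, with the mapping costs and fractions given in the methods, and deposited 1 gene table per library with 20644 genes. The deposited counts are raw reads on exons, introns and whole genes, as total reads and as uniquely mapped reads. The deposited TPM equals total exon reads divided by exon length and scaled to the same sum over all listed genes of each library, rRNA included. The deposited RPKM is total exon reads per exon length times a constant of each library. The genome build, the annotation release and the treatment of reads that map to several places are not given in the sources used here. Coordinates are those of the files, with the sequence names the files use.

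TPM as deposited was the main value. A gene was called detected at a TPM of 1 or more. Logarithms were taken of TPM + 1. A stage was called at least 10 times the next on TPM + 1. With 1 library per stage, no test between stages was made and no p-value computed. Fold differences against a library with no read were taken against a floor of 3 reads in that library, as lower bounds that cover counting error only and depend on the scaling of the libraries, so that they are given with and without rRNA and mitochondrial genes. Intervals on shares of reads are 95% Wilson intervals. Total exon reads were 21366500, 15208331 and 18620715 in L6, prepupa and pupa, but reads outside rRNA genes were 2610753, 15161624 and 11716156, so that values of low genes are least precise in L6.

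The midgut, epidermis and fat body libraries belong to another study, on L6 larvae, and only the TPM printed in Tables S2 and S3 of the paper was used. The paper's differential expression was not refitted, since only the selected rows of those tissues are held. Table S2 was held for 1998 of 2514 rows, which follow the genome order, and Table S4 for 596 of 607. No overlap or enrichment test was run on them. Tables S5, S6 and S7 and the Gene Ontology and KEGG assignments are not used here. The genes of Figure 3 were read from its printed identifiers and are described without a test. Protein names are those of Tables S2 to S4. Accessions of Table S4 were matched to genes through Tables S2 and S3 and then through the RefSeq gene table of assembly AGI-APGP_CSIRO_Sfru_2.0, of which no coordinates are used. Both sources gave the same gene for 90 of the 90 accessions they share.

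The genes named in the text follow a rule set before the data were examined, when the values printed in the paper's tables and Figure 3 had been seen. It takes the genes the paper names in words, the highest genes of each Figure 3 panel and stage, the 5 genes with the highest TPM in each library, the 2 highest genes of each protein class, the fatty acid oxidation enzymes of Table S3, the 5 highest hemolymph protein genes, and genes that share a name across Tables S2 and S3. Not all of the genes the rule covers are printed, and genes outside it are marked as chosen after their values were seen. Lists of marker genes for fat body, muscle, midgut and silk gland were also written before the data were examined. A non-muscle myosin gene that matched the muscle list was left out after its values were seen. No gene name matched the midgut list, and 1 matched the silk gland list.

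The alternatives set before the data were examined were other minimum TPM values, other pseudocounts, no filter on low values, RPKM or counts per library size (CPM) in place of TPM, uniquely mapped reads only, TPM rescaled without rRNA and mitochondrial genes, scaling by the TMM method of edgeR, other ratios, a margin of 2 times, and leaving out each gland library. The comparisons of the L6 gland library alone, and of rescaled gland TPM, with the other tissues were added after the data were seen. The other-tissue TPM could not be rescaled, because only selected rows are held and the share of rRNA in those libraries is not known here. The measures were tested on simulated libraries of the L6, prepupa and pupa design, with 20644 genes of which 200 were changed 30-fold in 1 stage. With a change that far above the ratio of 10, the stage was recovered for 100% of the changed genes, and 0% of the unchanged genes tested were called single-stage, which says little of smaller changes. Simulations nearer the cut, with the rRNA reads of each library and 200 of the 20644 genes changed in 1 stage, were added later. For 2-fold changes in genes with a mean TPM above 20, the stage was recovered for 66.5% with TPM and 100% with rescaled TPM. At 8-fold, 6.5% were called at least 10 times the next with TPM and 0% with rescaled TPM, and at 12-fold 39.5% and 98.5%. In genes with a mean TPM from 1 to 5, 26.5% and 19.0% were called at 12-fold. Stage calls of small size on deposited TPM are thus not reliable. Variation between replicates was not simulated. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used.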

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

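The tests in this part were chosen after the results were seen.

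The paper does not report on the mitochondrial protein-coding genes, and reads were counted on them in each library. There were 328286 such reads in L6 (1.497% of gene reads), 750917 in the prepupa (4.44%) and 1118496 in the pupa (5.50%). Their TPM is 0 in all 3 libraries. The files give an exon length of 0 for 13 of the 13 mitochondrial protein-coding genes and for no other gene, so these reads enter no exon count. Of the gene reads outside rRNA genes, the shares are 10.4%, 4.46% and 8.34%, so that L6 goes from the lowest to the highest share and the order of the stages depends on rRNA. Whether a difference between stages is biological was not tested.

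Among the 5 genes with the highest TPM in each library, 5 are neither rRNA genes nor listed in Tables S2, S3 or Figure 3, although they lie in the part of the genome that the held rows of Table S2 cover. In L6 these are LOC118268279 at a TPM of 13425, LOC118261853 at 13208 and LOC118269434 at 7189.5. Their values in the prepupa were 10.4, 2.36 and 0, and in the pupa 65.5, 63.5 and 31.7. In the pupa they are the lncRNA gene LOC118273064 at 26287, against 4496 in L6 and 9671 in the prepupa, and LOC118269569 at 18762.5, against 822 and 33.0. The tables used pair none of these with a protein name. The share of uniquely mapped reads was 98.2%, 100%, 95.3% and 100% for the first 4, and 12.0% for LOC118269569, whose value depends on how shared reads were assigned. Their values in the other tissues are not used here, so whether they are particular to the glands was not tested, and no biological explanation was tested.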

How the results depend on the processing

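The only alternatives chosen after the data were seen are those that set the L6 gland library alone, or rescaled gland TPM, against the other tissues. Of the 136 counts, shares and correlations set against a main value, 86 stayed within the limit of change and 50 moved. Of the 350 log2 ratios between the highest and the next stage of the 50 genes of Figure 3, 131 stayed, 214 moved and 5 changed sign. That limit was 1.5 times for a count of genes, and otherwise the main value's 95% interval that covers counting error or, for a correlation, the spread over genes taken as independent. RPKM, CPM, TMM and rescaling without rRNA shift the log2 ratio between 2 libraries alike for all genes, apart from the pseudocount. Whether a gene's ratio counts as moved there depends on its counting error. The tally of the 350 ratios thus does not show dependence on the processing gene by gene. Unless an alternative's construction shows it, the cause of a change was not tested.

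With a minimum TPM of 5, genes detected fell to 2960 in L6, 6968 in the prepupa and 5063 in the pupa. With RPKM of at least 1, L6 had 4535. With a minimum of 10, 190 hemolymph protein genes were detected in L6.

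L6 and the pupa had the highest of the 3 correlations under every alternative run. Without a filter on low values the other pairs changed places. Most values moved. Between L6 and the prepupa, L6 and the pupa, and the prepupa and the pupa, in that order, they were 0.48, 0.67 and 0.46 with a pseudocount of 0.1, 0.57, 0.73 and 0.56 with a pseudocount of 5, 0.69, 0.79 and 0.70 without a filter on low values, and 0.54, 0.70 and 0.49 with RPKM. Among values that moved, with CPM (read counts scaled by library size, not by exon length) the last 2 were 0.67 and 0.49, and with TMM 0.66 and 0.50. With unique reads the first and last were 0.57 and 0.55, and without rRNA and mitochondrial genes 0.57 and 0.55.

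The share held by the 10 highest genes was 89.0% in L6, 16.7% in the prepupa and 42.2% in the pupa with CPM, and the same with TMM, which does not change shares within a library. It was 35.9%, 30.6% and 16.7% with unique reads, and 24.6%, 28.0% and 14.9% without rRNA and mitochondrial genes, which removes the highest genes of L6 by construction. The share of rRNA and mitochondrial genes was 87.8%, 0.307% and 37.1% with CPM and 15.5%, 0.251% and 4.44% with unique reads.

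Genes of Table S2 whose highest stage was at least 10 times the next numbered 780 at a ratio of 5 and 257 at a ratio of 20. Those highest in L6 numbered 235 with unique reads, 312 without rRNA and mitochondrial genes and 235 with TMM, against 74. The prepupa had the most genes and L6 the fewest under each of these. Genes of Table S2 above all 18 other-tissue libraries numbered 1515 to 1729 with each gland library left out, 1563 with the L6 library alone and 1736 with that library rescaled. With all 3 libraries rescaled there were 1618. Genes of Table S3 below all 18 numbered 18 with a margin of 2 times, 36 to 47 with each gland library left out, and 30 with all 3 rescaled. With a maximum under 1 TPM in place of 0, the count of such genes of Table S2 was 1414. Since ribosomal protein genes are among those listed at 0, neither count shows absence of expression.

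Among the 50 genes of Figure 3, the highest stage changed for 2 with unique reads, 3 without rRNA and mitochondrial genes and 4 with TMM, all from the prepupa. LOC118264592 and LOC118282343 changed to L6 under each of these. LOC118267206 changed to L6 without rRNA and mitochondrial genes and to the pupa with TMM, and LOC118265420 to the pupa with TMM. The ratio of the highest to the next stage as deposited reversed for 3 of these 4. For the yellow-like gene LOC118264592, the log2 ratio of prepupa over L6 was -0.12 with unique reads, -0.35 without rRNA and mitochondrial genes and -0.43 with TMM. With TMM, prepupa over pupa was -0.41 for LOC118265420 and -0.49 for LOC118267206. No paired analysis was possible because each stage has 1 library.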

Other observations

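Apart from the test of uniquely mapped reads in the genes listed at 0 and in genes of the same name taken together, and that of the prepupa as the highest stage, the tests in this part were chosen after the results were seen.

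Of the held rows of Table S2, 709 are listed at 0 in all 18 other-tissue libraries, among them 11 of the 18 rows named ribosomal proteins. Elongation factor 1-alpha (LOC118272072) is listed at no more than 0.591 there. Reads shared between near-identical copies do not account for the pattern as a whole. The median share of uniquely mapped reads in the glands was 100% in the genes at 0 and 100% in the other 1289, and 24.1% and 26.5% of them had a share under 90%. Whether the paper's table sets values against the wrong genes was examined through genes of the same name. Over all 153 pairs of the same name, the mean TPM of the 18 libraries went together (Spearman rho 0.66, highest of 1000 shuffles 0.33). Copies that lie side by side would stay alike under a shifted order, so the test was repeated on the 44 pairs on different chromosomes. There rho was 0.30, which 21 of the 1000 shuffles reached, so this explanation stays open. Every cell makes ribosomal proteins, so a difference of tissue alone does not account for 4 of the 11 40S and 60S genes of the held rows being at 0 in all 18, unless copies not named in the tables used supply them. A difference in processing between the 2 studies stays open as well, since the 11 ribosomal rows at 0 were chosen by the paper for higher gland values and the only other genes held of those libraries, the rows of Table S3, were chosen for lower gland values. In the region covered by the held rows, 6 ribosomal protein genes of Table S4 are not in Table S2. Their mean gland TPM ranged from 1073 to 3810.3, and that of the 11 40S and 60S genes in Table S2 from 782 to 2772.

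The L6 gland library, at the stage of the other tissues, was above all 18 for 1563 of the held rows of Table S2, and for 1736 after rescaling without rRNA and mitochondrial genes. It was under a TPM of 1 for 445. For the prepupa and the pupa, a difference of stage may add to that of tissue, and no library of the other tissues at those stages is used here.

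The prepupa held the highest value for 1311 genes of Table S2 (65.6% of the held rows). If rRNA and other abundant genes were the cause, leaving out rRNA and mitochondrial genes would have lowered this by more than 1.5 times, but it fell to 1103, and to 975 (48.8%) with TMM, where it was no longer most of the genes. Abundant genes are thus not the whole cause, and a part in it stays open. Similarly, rRNA in the L6 library accounts for part of the low number highest in L6, 74, which rose to 312 without rRNA and mitochondrial genes and 235 with TMM but was still the lowest of the 3 stages. A biological difference between the stages stays open and has no replicate.

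Table S3 lists lower copies of 4 protein names whose other copies are in Table S2. If shared reads were the cause, the higher copies would have few uniquely mapped reads. Over the 10 copies in Table S2 the median share was 85.5%, with 3 under 50% and 5 at 90% or more, which does not decide the question for the group. For the peptidyl-prolyl cis-trans isomerase B-like genes the share of the higher copy, LOC118266399, was 16.3%, and LOC118265987 had no read, so a shift of reads between these copies is a candidate explanation. For SmydA-8-like the share was 100%, against that explanation. For the facilitated trehalose transporter Tret1-like genes (63.4%) and the inducible metalloproteinase inhibitor genes (74.5%), the copies went both ways or lay between the limits. The inhibitor gene of Table S3, LOC118282205, had a TPM of 1.32, 0.624 and 3.32 in L6, prepupa and pupa (4.79, 0.625 and 4.06 rescaled, with L6 the highest), against up to 77.1 in the paper's table.

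Of the muscle list, 6 genes were found, 5 troponins and a muscle actin, and all 6 were highest in L6. Their median log2 ratio of rescaled TPM + 1, L6 over the higher of the other stages, was 5.08. Troponin I (LOC118263900) had a TPM of 697, 18.7 and 59.7. Muscle attached to the L6 glands may be a source, but the question stays open, since the genes tested are those of the pattern, 5 of the 6 were picked by the paper from these libraries, and no name held matched tropomyosin or a myosin heavy chain of muscle. A gene named as a non-muscle myosin heavy chain (LOC118264677) matched the words of the list and was highest in the prepupa. It was left out after its values were seen.

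A gloverin-like gene (LOC118279253), an antimicrobial gene outside Figure 3, had a TPM of 34.2 in L6, 6.24 in the prepupa and 6361 in the pupa. Like lebocin-4-like, it was highest in the pupa. Of the fat body list, 4 genes were found, none in the held rows of Table S2, and all 4 were highest in the pupa, with a median log2 ratio of 2.16 over the higher of the other stages. In 1 of them, LOC118276436, only 3.87% of the reads map uniquely. Apolipophorin-3 (LOC118274630) had 833 in L6, 83.3 in the prepupa and 8487 in the pupa. On rescaled TPM + 1, the 4 genes rose 2.36 to 9.98-fold over the higher of the other stages, against 62.1-fold for gloverin-like and 74.0-fold for lebocin-4-like. This decides nothing, since the list's genes had reads at the other stages, which would hide a rise, and apolipophorin-3 rose from 83.5 in the prepupa to 10387 in the pupa on rescaled TPM. The 4 genes are apolipophorin-3, apolipophorins-like and basic juvenile hormone-suppressible proteins 2 and 1-like. No name held the words arylphorin or hexamerin, which does not show that no such gene is among the 4. Fat body RNA and expression in the glands themselves both stay open, because there is no replicate and no fat body library of the pupa is used here. The fibroin light chain-like gene of the silk gland list (LOC118271397) was at 9.92 in the pupa and had no read in L6 and the prepupa.

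The exon test for the mitochondrial genes gave 13 of 13 genes without an exon.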
